A study of Mus musculus with 46 samples. Its data were reported in "Synovial sarcoma reprograms transcription by GBAF activation of polycomb targets and loss of CBAF enhancers" (2025).

How the data were processed

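RNA sequencing measured gene expression in 46 mouse tumours, with 1 library per tumour. The tumours arose in mice of the hSS2 or hSS1 background, which express the human fusion gene SS18::SSX2 or SS18::SSX1 after injection of Cre protein. In some of these mice Pbrm1, Arid1a or Arid1b also carried floxed alleles, which Cre recombination disrupts. The values used were the raw read counts per Ensembl gene that the authors deposited as 1 table for hSS2 and 1 for hSS1. Per the study's methods, paired-end reads from ribosomal RNA-depleted, stranded libraries were aligned with STAR to mm10 and counted with featureCounts. The annotation release, strand setting and rule for multi-mapping reads were not stated, and no reads were realigned here. The entries were whole numbers with a different total in each library, as unnormalised counts have.

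Groups were taken from the sample titles, which give the background, the floxed gene and a mouse number. The groups held 13 hSS2 control, 8 hSS2 Pbrm1-fl, 8 hSS2 Arid1a-fl, 8 hSS2 Arid1b-fl, 5 hSS1 control and 4 hSS1 Pbrm1-fl tumours. Replicates are numbered within each group. No pair of libraries within a group agreed to within counting noise. The mouse numbers fell into ranges (under 1000, 1000 to under 2000, and 2000 and over) that coincided with the floxed gene, so the range was treated as a possible batch. Every hSS2 Pbrm1-fl mouse was numbered 2000 or over, every hSS2 Arid1a-fl mouse under 1000, and every hSS2 Arid1b-fl and hSS1 Pbrm1-fl mouse 1000 to under 2000. The hSS2 control tumours covered all 3 ranges, with 5 under 1000, 4 at 1000 to under 2000 and 4 at 2000 and over. Of the hSS1 control tumours, 3 were numbered 1000 to under 2000 and 2 were numbered 2000 and over.

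The hSS2 table held 56980 genes and that of hSS1 held 56941, of which 56854 were in both. Symbols and positions came from the GENCODE M21 annotation of GRCm38, in which 91.4% of the hSS2 identifiers and 91.2% of the hSS1 identifiers had a symbol. Genes sharing a symbol with another identifier numbered 135. Reads of pseudogenes, of paralogs and of genes that overlap on the same strand can be assigned to the wrong member, so the levels of such genes are uncertain.

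Genes changed were tested with edgeR 4.0.16 in R 4.3.3. Counts were filtered with filterByExpr on group, scaled by TMM (trimmed mean of M-values) and fitted with robust quasi-likelihood dispersions. Tests were two-sided quasi-likelihood F-tests, and p-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The 37 hSS2 libraries shared 1 fit and the 9 hSS1 libraries another. The interaction, which is the Pbrm1-fl effect in hSS1 minus that in hSS2, used all 46 libraries and the genes in both tables. The main comparisons, tests, gene lists, rule for naming genes and most alternatives were fixed before the data were examined. No pairing of tumours across groups was used, since the labels give none.

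In each comparison the rule named the targeted gene, genes of the BAF list (subunits of BAF-family chromatin remodelling complexes) past the threshold, and the 4 higher and 4 lower genes with the smallest adjusted p. These last had an absolute log2 fold change of at least 1, a mean of at least 1 CPM and a symbol. CPM are counts scaled to the library total. Genes of a sex-linked list were left out, but other genes of chromosome X could be named. For the SAT list the 3 genes in each direction with the smallest adjusted p were named, and for the locus test up to 6 called genes near the targeted gene. Of the genes that these rules select, 2 are not reported here.

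List scores were the mean log2 CPM of the listed genes that passed the filter, with a prior count of 2. The lists were the study's SAT genes (transcription activated in tumour cells relative to their cells of origin, 185 genes), its MAT genes (transcription maintained between these cells, 371 genes), the genes named in its pseudo-time heatmap (92 genes) and a list of 26 common proliferation genes. The SAT and MAT lists came from single-cell data that are not among these libraries. Group differences in a score were tested with two-sided exact permutation tests over all splits, adjusted over 16 tests. The same lists were tested with camera (preset correlation 0.01, and an estimated correlation) and fry in limma 3.58.1. Separation of whole transcriptomes was a pseudo-F on Euclidean distances over the 500 most variable genes (PERMANOVA), with an exact permutation test. Similarity of effects was a correlation across genes, with 100 permutations of the labels within mouse number range or background. Clustering of called genes within 20 Mb of a targeted gene was tested with Fisher's exact test, two-sided.

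Marker lists of cell types and tissues were scored in the same way, over 41 tests in all. No list passed the adjusted threshold (smallest adjusted p 0.949 for each list). The paper describes epithelial tumour cells in synovial sarcoma, so the epithelial score need not measure non-tumour cells. The difference farthest from 0 in any comparison was -2.25 for skeletal muscle, -0.644 for macrophages, -0.281 for endothelium, 1.44 for fibroblasts, -0.918 for epithelium, -0.394 for T cells, -1.22 for adipocytes, -1.73 for erythroid cells and -0.487 for keratinocytes. It was 0.724 for platelets, a list of 10 genes written after the Arid1b-fl genes were seen. Of the pancreas acinar list, 0 genes passed the filter in hSS2 and 1 in hSS1, where the difference was 0.241. The sex-linked list served only to leave genes out of the naming rule and to describe libraries.

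Alternatives changed 1 choice at a time. They were DESeq2 1.42.0 (Wald test), DESeq2 size factors, no filter on low counts, a filter at a mean of 1 CPM, an adjusted p under 0.01, 2 surrogate variables from sva 3.50.0, Xist as a covariate, only the compared groups in the fit, control tumours of the same mouse number range, and leaving out each floxed tumour in turn, with each control tumour too in hSS1. For scores, separation and locus tests they were a prior count of 0.5, the 2000 most variable genes, all filtered genes, a window of 5 Mb and the whole chromosome. A skeletal muscle score as a covariate, and leaving out the library labelled hSS2 control replicate 9, were chosen after seeing the data. For each count of genes, the real split of the tumours was compared with random splits into groups of the same sizes, 100 splits in all, drawn with a fixed seed.

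The fits were tested on simulated counts with about 200 changed genes. edgeR recovered 74.2%, 74.4% and 64.1% of the changed genes for groups like hSS2 Pbrm1-fl, Arid1a-fl and Arid1b-fl, 34.7% for hSS1 Pbrm1-fl, 32.3% for the interaction and 65.0% for Pbrm1-fl against Arid1a-fl. Its false calls were 2.00% to 4.52%. The DESeq2 alternative gave 11.0% to 31.2% false calls on the same simulated counts, and recovered 57.9% to 83.4% of the changed genes. With no gene changed, the hSS2 comparisons with controls gave 0 calls each and the direct comparison gave 1.

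Total counts per library set the precision, and ranged from 10.1 to 21.3 M with a median of 15.6 M. A count of up to 3 was treated as the floor. Scores, exact tests and figures used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The study's SST list (genes silenced in the tumours), its single-cell, chromatin and imaging data and its other genotypes were not analysed here.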

Results

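Gene expression was measured by RNA sequencing in 46 tumours of mouse models of synovial sarcoma, a cancer driven by fusions of SS18 to SSX2 (the hSS2 background) or SSX1 (the hSS1 background). The comparisons ask what disruption of a subunit of BAF-family chromatin remodelling complexes changes in these tumours. Pbrm1 is a subunit of the PBAF complex, and Arid1a and Arid1b are alternative subunits of the canonical BAF complex. In the hSS2 background, 13 control tumours stood beside 8 Pbrm1-fl, 8 Arid1a-fl and 8 Arid1b-fl tumours. The hSS1 background had 5 control and 4 Pbrm1-fl tumours. Total counts per library were 13.5 to 19.4 M in hSS2 control, 10.6 to 19.6 M in hSS2 Pbrm1-fl, 12.7 to 18.3 M in hSS2 Arid1a-fl and 13.9 to 21.3 M in hSS2 Arid1b-fl tumours. They were 10.9 to 14.1 M in hSS1 control and 10.1 to 11.2 M in hSS1 Pbrm1-fl tumours. Adjusted p-values of single genes are from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and positions are in GRCm38.

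The targeted gene was lower in each floxed group, to a different extent. Pbrm1 (chromosome 14, 31019138 to 31121592) stood at 104 ± 14.9 CPM (SD, n = 8) in hSS2 Pbrm1-fl tumours and 250 ± 35.3 CPM (SD, n = 13) in hSS2 control tumours. Its log2 fold change was -1.27 (SE 0.09, adjusted p 4.2e-12), and all 8 floxed tumours lay below every control tumour. Against the 4 control tumours of the same mouse number range the log2 fold change was -1.12. Arid1a (chromosome 4, 133679008 to 133756769) stood at 249 ± 14.1 CPM (SD, n = 8) in hSS2 Arid1a-fl tumours and 482 ± 85.8 CPM (SD, n = 13) in control tumours, a log2 fold change of -0.95 (SE 0.13, adjusted p 7.0e-05). All 8 lay below the control median. The library labelled hSS2 control replicate 9 had an Arid1a level of 238 CPM, which goes against its label and lies within the 229 to 276 CPM of the Arid1a-fl tumours. It was kept in its labelled group. The log2 fold change of Arid1a was -0.73 against the 5 control tumours of the same range, which include that library. Against the other 12 control tumours of all ranges, without that library, it was -1.0.

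Arid1b (chromosome 17, 4994332 to 5347656) stood at 200 ± 87.3 CPM (SD, n = 8) in hSS2 Arid1b-fl tumours and 349 ± 114 CPM (SD, n = 13) in control tumours. Its log2 fold change of -0.80 (SE 0.19) did not pass the threshold, with an adjusted p of 0.145. Of the 8 floxed tumours 7 lay below the control median, and replicate 4 had 347 CPM. Without replicate 4 the log2 fold change was -0.96 (adjusted p 0.0150), and over the fits that each left out 1 of the 8 floxed tumours the adjusted p ranged from 0.0150 to 0.474. In the hSS1 background Pbrm1 stood at 197 ± 66.2 CPM (SD, n = 4) in floxed and 332 ± 38.5 CPM (SD, n = 5) in control tumours. The log2 fold change was -0.75 (SE 0.24, adjusted p 0.193), with all 4 floxed tumours below every control tumour and the lowest, replicate 3, at 102 CPM. The interaction test of the Pbrm1 change, hSS1 minus hSS2, gave a log2 difference of 0.51 (adjusted p 0.125). Without hSS1 Pbrm1-fl replicate 3 it was 0.74 (adjusted p 0.0105), and over the fits that each left out 1 of the 9 hSS1 tumours it ranged from 0.38 to 0.74 (adjusted p 0.0105 to 0.327). Over 6 other settings the adjusted p ranged from 0.0803 to 0.575, so whether the depth of the Pbrm1 loss differs between the backgrounds was left open.

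**Figure D1:**
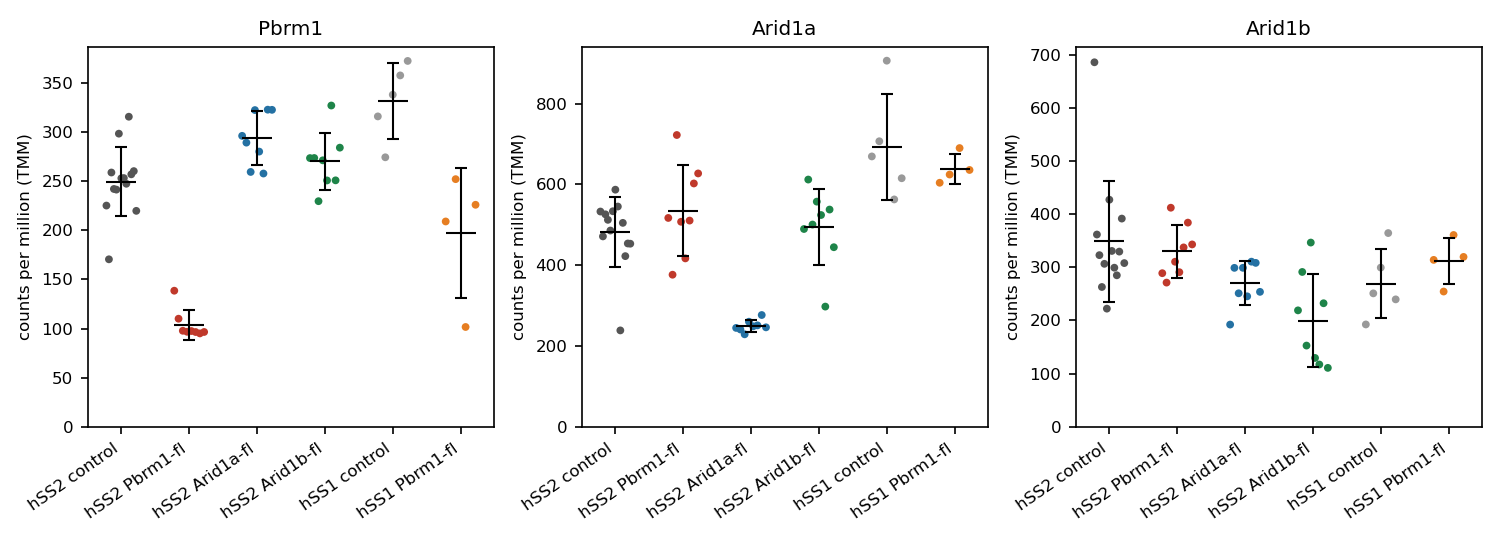
Level of Pbrm1, Arid1a and Arid1b in each tumour (y axis, CPM) by group, with the group mean and SD. The library labelled hSS2 control replicate 9 lies at 238 CPM of Arid1a, among the Arid1a-fl tumours.

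Disruption of Pbrm1 in hSS2 tumours changed 1476 of 20083 tested genes (683 higher and 793 lower), and 4490 genes had an unadjusted p under 0.05. The alternative that moved this count most took only the 4 control tumours of the same mouse number range, and gave 477 genes (104 higher and 373 lower), of which 371 were among the 1476. The share of higher genes was thus 46.3% against all control tumours and 21.8% against those of the same range. The gene with the largest rise among those named was Iyd (chromosome 10, 3540240 to 3554877), at 34.2 ± 62.6 CPM (SD, n = 8) against 0.162 ± 0.164 CPM (SD, n = 13), with a log2 fold change of 7.60 (SE 1.01, adjusted p 2.1e-05). Its SD exceeded its mean, and 7 of 8 floxed tumours lay above every control tumour. Cadm2 (chromosome 16, 66655421 to 67620908) rose by 3.68 (SE 0.55, adjusted p 9.7e-05, higher than the control median in 8 of 8). The unconfirmed transcript Gm37266 (chromosome 17, 51850239 to 51852525) rose by 2.7 (SE 0.40, adjusted p 8.0e-05, 8 of 8). The processed pseudogene Atp6v0c-ps2 (chromosome 6, 37806086 to 37806550) rose by 3.11 (SE 0.43, adjusted p 2.8e-05, 8 of 8), a level that reads of its parent gene make uncertain. Among the lower genes, Glb1l (chromosome 1, 75198236 to 75210813) fell by 1.43 (SE 0.17, adjusted p 1.8e-06, 8 of 8). Cd59b (chromosome 2, 104069849 to 104091187), which has a paralog, fell by 2.16 (SE 0.25, adjusted p 1.8e-06, 8 of 8). Card6 (chromosome 15, 5095981 to 5108539) fell by 1.78 (SE 0.22, adjusted p 3.4e-06, 8 of 8). Of the 27 tested genes of the BAF list, Pbrm1 and Smarca4 (chromosome 9, 21616169 to 21704230) passed the threshold over all genes, and 3 passed when adjusted over the list alone. Smarca4 rose by 0.47 (SE 0.12, adjusted p 0.0126, 8 of 8), but did not pass against control tumours of the same range (0.46, adjusted p 0.138). Without hSS2 Pbrm1-fl replicate 3 its adjusted p was 0.0539.

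Disruption of Arid1a in hSS2 tumours changed 637 genes (284 higher and 353 lower), with 4621 at an unadjusted p under 0.05. The alternative that moved this count most, an adjusted p under 0.01, left 26 genes. The count also rested on individual tumours, and was 56 without hSS2 Arid1a-fl replicate 8 and 1416 without replicate 6. It was also 161, 188, 182 and 192 without replicates 1, 2, 5 and 7. Without the library labelled hSS2 control replicate 9 it was 388. Against control tumours of the same mouse number range 1405 genes changed (598 higher and 807 lower), of which 352 were among the 637. Gm20075 (chromosome 13, 96079216 to 96081376) rose from 0.425 ± 0.408 CPM (SD, n = 13) to 2.73 ± 0.594 CPM (SD, n = 8), a log2 fold change of 2.67 (SE 0.32, adjusted p 1.4e-05, 8 of 8 above the control median). Car12 (chromosome 9, 66713686 to 66766845) rose by 4.03 (SE 0.57, adjusted p 0.000175, 8 of 8). Klf14 (chromosome 6, 30956023 to 30959078) rose by 5.78 (SE 0.89, adjusted p 0.000847, 8 of 8), and Plekho1 (chromosome 3, 95988429 to 95996001) by 2.26 (SE 0.37, adjusted p 0.00203, 8 of 8). The SD exceeded the mean in Arid1a-fl tumours for Car12 (12.1 ± 21.2 CPM), Klf14 (38.6 ± 54.5 CPM) and Plekho1 (117 ± 130 CPM, SD, n = 8). Over the fits that each left out 1 tumour, Car12 ranged from 2.72 to 4.21, with every value past the threshold. Pex11a (chromosome 7, 79735957 to 79743131) fell by 1.20 (SE 0.19, adjusted p 0.00124, 8 of 8), and Slc27a2 (chromosome 2, 126552407 to 126588243) fell by 2.75 (SE 0.47, adjusted p 0.00313, 8 of 8). Cecr2 (chromosome 6, 120666369 to 120771190) fell by 1.70 (SE 0.31, adjusted p 0.00532, 8 of 8). Gm36931 (chromosome 17, 51766643 to 51771443), an unconfirmed transcript, fell by 2.03 (SE 0.38, adjusted p 0.00621, 8 of 8). Of the BAF list, Actl6a (chromosome 3, 32706298 to 32726973) rose by 0.44 (adjusted p 0.0467, 8 of 8) and Smarcd2 (chromosome 11, 106263179 to 106272972) by 0.43 (adjusted p 0.0453, 7 of 8). Neither passed against control tumours of the same range, with adjusted p 0.125 and 0.129. Beside 3 BAF genes over all genes, 10 passed when adjusted over the list alone (9 higher, and Arid1a lower).

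Disruption of Arid1b in hSS2 tumours changed 11 genes (5 higher and 6 lower), with 1250 at an unadjusted p under 0.05 where 1004.2 are given by chance. Against control tumours of the same mouse number range the count was 0, with no named gene past the threshold. The higher genes rested on 1 library. Itgb3 (chromosome 11, 104608000 to 104670476) had a log2 fold change of 4.37 (SE 0.78, adjusted p 0.00869), but only replicate 5 of the 8 tumours lay above every control tumour, at 439.6 CPM. Alox12 (chromosome 11, 70241457 to 70255353, 4.67), Gp1ba (chromosome 11, 70639122 to 70642036, 4.19) and Actg2 (chromosome 6, 83512905 to 83536265, 4.87) were highest in the same tumour. Without hSS2 Arid1b-fl replicate 5 the log2 fold changes were 0.26 for Itgb3, 0.64 for Gp1ba, 0.39 for Actg2 and -0.31 for Alox12, and 6 genes passed, all lower. The pseudogenes Gm7993 (chromosome 5, 95974240 to 95975623) and Gm6472 (chromosome X, 152909505 to 152910155) fell by 4.08 (adjusted p 0.00299) and by 2.53 (adjusted p 0.0101), each below the control median in 8 of 8 tumours. Of the 4 control tumours of the same range, 2 were at or below the highest Arid1b-fl level of each.

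Disruption of Pbrm1 in hSS1 tumours changed 1 of 17786 tested genes, with 3059 at an unadjusted p under 0.05. It was Rragd (chromosome 4, 32983037 to 33022180), at 93.6 ± 8.08 CPM (SD, n = 4) against 230 ± 29 CPM (SD, n = 5), with a log2 fold change of -1.29 (SE 0.13, adjusted p 0.0460, 4 of 4). Leaving out 1 tumour at a time gave 0 to 4 genes. The DESeq2 alternative, the test the study used, gave 1184 genes, and on simulated counts of this design it made 31.2% false calls. There it recovered 57.9% of the changed genes, and edgeR recovered 34.7%. Of the simulated 2-fold changes edgeR recovered 7.37%, so 1 called gene does not mean that few genes changed. The interaction test gave 622 of 21725 genes whose Pbrm1-fl effect differed between backgrounds (369 with a higher and 253 with a lower effect in hSS1), with 4111 at an unadjusted p under 0.05. With only hSS2 tumours numbered 2000 and over the count was 6, and without hSS1 control replicate 3 it was 235. Pdgfd (chromosome 9, 6168584 to 6378850) had the largest positive difference among named genes, 5.77 (SE 0.94, adjusted p 0.00146), from 3.02 ± 2.72 CPM (SD, n = 5) to 53.2 ± 53.2 CPM (SD, n = 4) in hSS1. Sytl4 (chromosome X, 133936385 to 133981812), Cd59b and Glb1l had differences of 3.53, 2.49 and 2.05. Prr15 (chromosome 6, 54325835 to 54330201), Rragd and Pcbp4 (chromosome 9, 106453291 to 106464012) had differences of -3.87, -1.43 and -1.29, and Bcl7a (chromosome 5, 123343834 to 123374992), of the BAF list, of -1.0 (adjusted p 0.0446). The difference for Tbr1 (chromosome 2, 61802930 to 61814114) was -6.30, but all 4 hSS1 Pbrm1-fl libraries had at most 3 counts of it, so this fitted value depends on the prior count and is no bound. With only hSS2 tumours numbered 2000 and over, Sytl4 and Pcbp4 passed and the other 7 named genes did not.

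The direct comparison of hSS2 Pbrm1-fl with hSS2 Arid1a-fl tumours changed 2468 genes (1363 higher and 1105 lower in Pbrm1-fl). These groups do not share a mouse number range, and control tumours numbered 2000 and over differed from those numbered under 1000 in 351 genes. Taking each group against control tumours of its own range left 436 genes, of which 232 were among the 2468. All 9 named genes passed that test as well. They included Gm37266 (log2 difference 5.23, SE 0.56, adjusted p 4.4e-07), Gm37593 (chromosome 17, 51842861 to 51846114, 4.92), Gm36931 (3.81) and E430014B02Rik (chromosome 17, 51745529 to 51748684, 3.74), higher in all 8 Pbrm1-fl tumours than in any Arid1a-fl tumour. The genes lower in all 8 were Glb1l (-1.56, adjusted p 9.9e-07), Galk2 (chromosome 2, 125859109 to 125984299, -1.76) and Srgap3 (chromosome 6, 112717971 to 112947266, -3.61). The remaining ones were the targeted genes Pbrm1 (-1.51) and Arid1a (1.10).

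**Figure D2:**
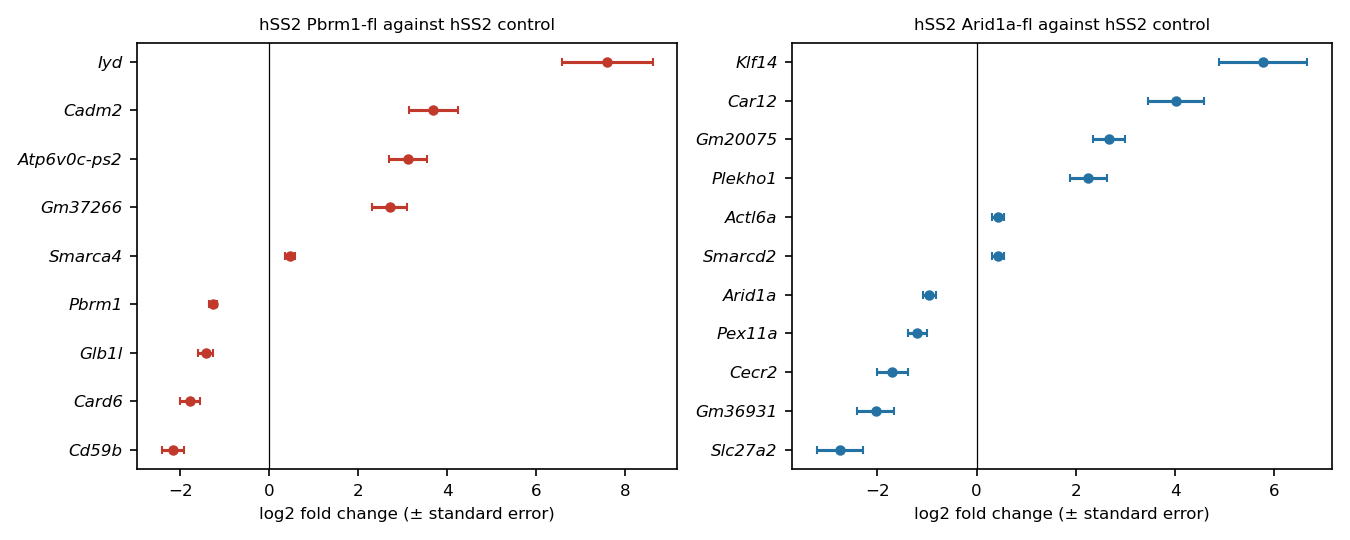
Log2 fold change (x axis) with SE of the named genes in the hSS2 Pbrm1-fl and hSS2 Arid1a-fl comparisons with control tumours. Iyd shows the largest rise after Pbrm1 disruption, 7.60, and Klf14 the largest after Arid1a disruption, 5.78.

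The study's gene lists were scored in each tumour. The SAT score was 4.10 ± 0.250 (SD, n = 8) in Pbrm1-fl, 3.76 ± 0.400 (SD, n = 8) in Arid1a-fl, 4.02 ± 0.313 (SD, n = 8) in Arid1b-fl and 3.94 ± 0.249 (SD, n = 13) in control tumours of hSS2. None of the 16 score comparisons passed an adjusted p of 0.05 in two-sided exact permutation tests. The largest SAT difference was -0.187 in hSS1 Pbrm1-fl tumours (exact p 0.524, adjusted p 0.624, lower in 4 of 4). The MAT score of Arid1a-fl tumours was lower by a difference of -0.0554 (exact p 0.0113, adjusted p 0.181, lower in 8 of 8), and was -0.0578 against control tumours of the same range. The MAT difference for Pbrm1-fl was 0.0119 and had the opposite sign with DESeq2 size factors. The pseudo-time score was lower in hSS1 Pbrm1-fl tumours by a difference of -0.518 (exact p 0.0476, adjusted p 0.333, 4 of 4). In hSS2 Arid1a-fl tumours it was higher by 0.4895 (exact p 0.104, adjusted p 0.333, 6 of 8). The proliferation score was higher in Arid1a-fl tumours by 0.833 (exact p 0.0628, adjusted p 0.333, 7 of 8). It was also higher in Pbrm1-fl tumours by 0.421 (exact p 0.314, adjusted p 0.624, 7 of 8), but was -0.00145 against control tumours of the same range. The Pbrm1-fl effect on the proliferation score differed between hSS1 and hSS2 by -1.15 (permutation p 0.0426, adjusted over 4 lists 0.119). The set test camera with its preset correlation put 7 of 16 sets past an adjusted p of 0.05, and 0 of them held under fry or under an estimated correlation.

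Of the SAT list, 184 genes were tested in hSS2. After Pbrm1 disruption 14 of them changed over all genes (9 higher and 5 lower) and 24 when adjusted over the list alone (18 higher and 6 lower). The share called, 7.61%, compared with 7.35% of other genes. Arid1a disruption changed 5 over all genes and 3 adjusted over the list alone. Arid1b disruption changed 0, with 18 at an unadjusted p under 0.05, and Pbrm1 disruption in hSS1 changed 0 of 178, with 32 at an unadjusted p under 0.05. The SAT genes with the smallest adjusted p after Pbrm1 disruption in hSS2 were Kcns1 (2.67, adjusted p 0.000618), Foxe1 (2.88, adjusted p 0.00182) and Ina (1.58, adjusted p 0.00272) among the higher, and Sox11 (-1.40, adjusted p 0.0195), Pcp4 (-4.24, adjusted p 0.0221) and Lrrtm1 (-4.17, adjusted p 0.0222) among the lower. Of these 6, only Pcp4 passed against control tumours of the same range. Its level in the control tumours was 15.9 ± 44.6 CPM (SD, n = 13), so its fall may rest on few of them. No control tumour was left out for this gene. Over 9 settings its log2 fold change ranged from -5.77 to -2.06 (adjusted p 0.0042 to 0.0756). After Arid1a disruption Car14 (3.22), Lypd6b (-1.94) and Zic1 (-4.11) passed both tests. Gabrg3 (3.90) and Cartpt (-4.20) passed only against all control tumours, and Nxph4 (0.61) passed neither. Over 18 other settings and fits without 1 tumour, Zic1 lost the threshold in 10, Lypd6b in 6 and Car14 in 0. The SD exceeded the mean for Zic1 in control tumours (43.6 ± 57.1 CPM, SD, n = 13) and for Car14 in Arid1a-fl tumours (280 ± 342 CPM, SD, n = 8). Of the 353 tested MAT genes, Pbrm1 disruption changed 31 over all genes (14 higher and 17 lower) and 35 adjusted over the list alone. Arid1a disruption changed 14 over all genes (2 higher and 12 lower) and 24 adjusted over the list alone. In hSS1, Pbrm1 disruption changed 0 pseudo-time genes over all genes and 9 adjusted over the list alone, all lower, with 42 of 92 at an unadjusted p under 0.05.

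**Figure D3:**
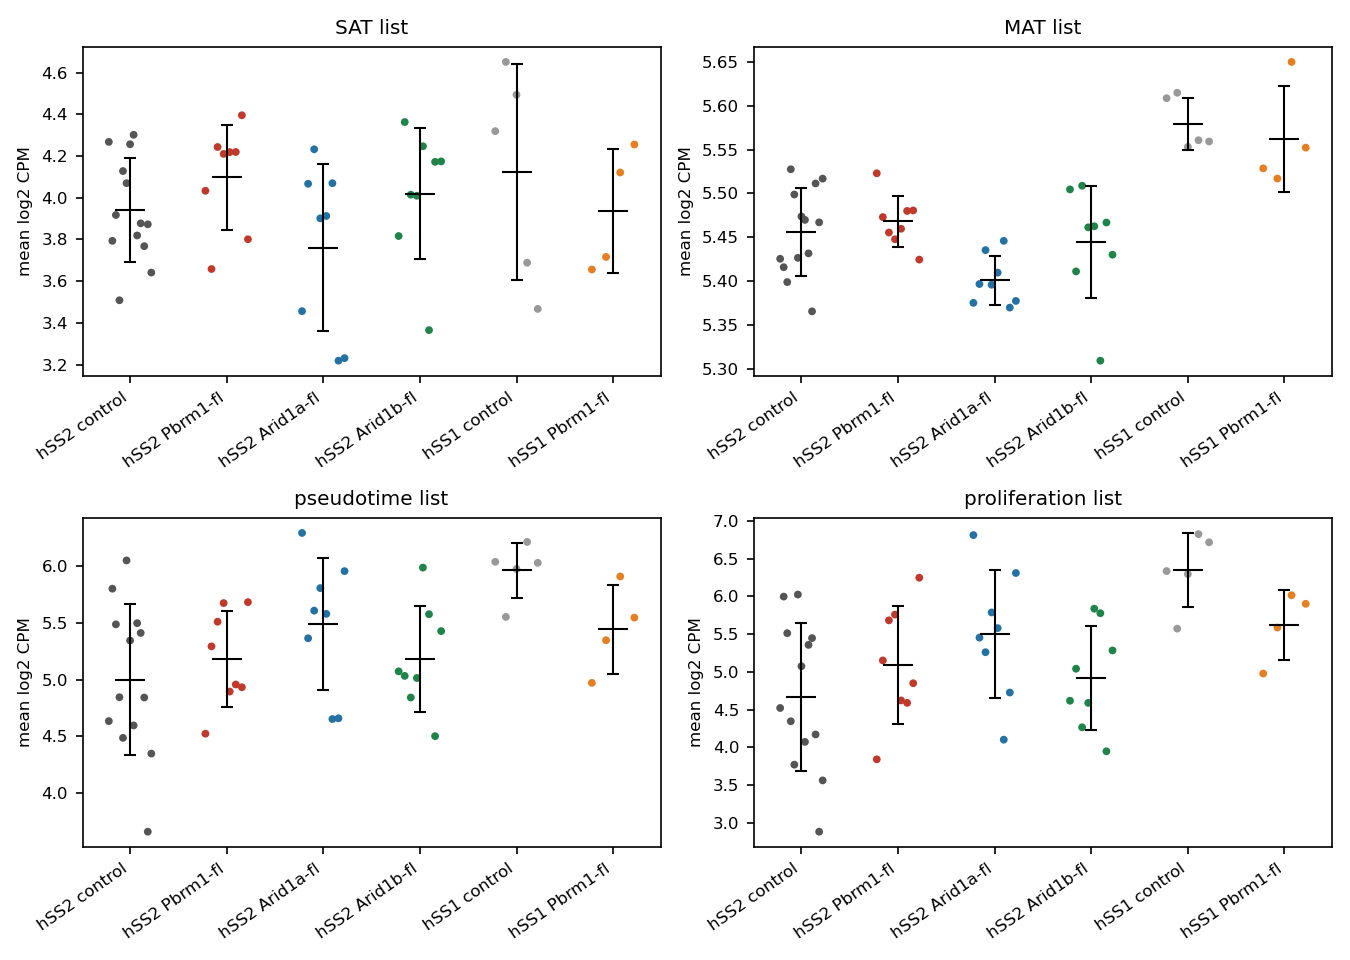
Score of each gene list in each tumour (y axis, mean log2 CPM of the listed genes) by group, with the group mean and SD. Each floxed group overlaps the control group of its background in each list.

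Whole transcriptomes were compared over the 500 most variable genes. The pseudo-F was 2.60 for hSS2 Pbrm1-fl (exact p 0.0689, adjusted p 0.233), 1.72 for Arid1a-fl (exact p 0.144), 0.527 for Arid1b-fl (exact p 0.602) and 1.45 for hSS1 Pbrm1-fl tumours (exact p 0.175), so no group separated from its control tumours at this number of genes. Over 2000 genes the pseudo-F of Pbrm1-fl tumours was 3.03 (exact p 0.0245, not adjusted over comparisons). Over all filtered genes the unadjusted exact p was 0.0130 for Pbrm1-fl and 0.0241 for Arid1a-fl tumours (pseudo-F 2.22). For Pbrm1-fl tumours against control tumours of the same range the pseudo-F was 1.35 (exact p 0.220). The first principal component of the hSS2 tumours held 61.1% of the variance. It correlated with the skeletal muscle score at Pearson's r 0.982 and Spearman's rho 0.969 (permutation p 1e-05 for each, the smallest that 100000 permutations can give, adjusted p 2e-05 over 14 relations). The r was 0.981 without the 2 tumours farthest from the median, and 0.983, 0.996 and 0.969 within the ranges under 1000, 1000 to under 2000 and 2000 and over. The component also correlated with the adipocyte (r 0.879), fibroblast (0.836), T cell (0.740) and macrophage (0.618) scores. The endothelial score went the other way (r -0.495), and r with the erythroid score was -0.0488. On the second component, with 9.33% of the variance, Pbrm1-fl tumours lay at -23.3 ± 8.97 (SD, n = 8) and control tumours at 4.86 ± 14.5 (SD, n = 13).

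**Figure D4:**
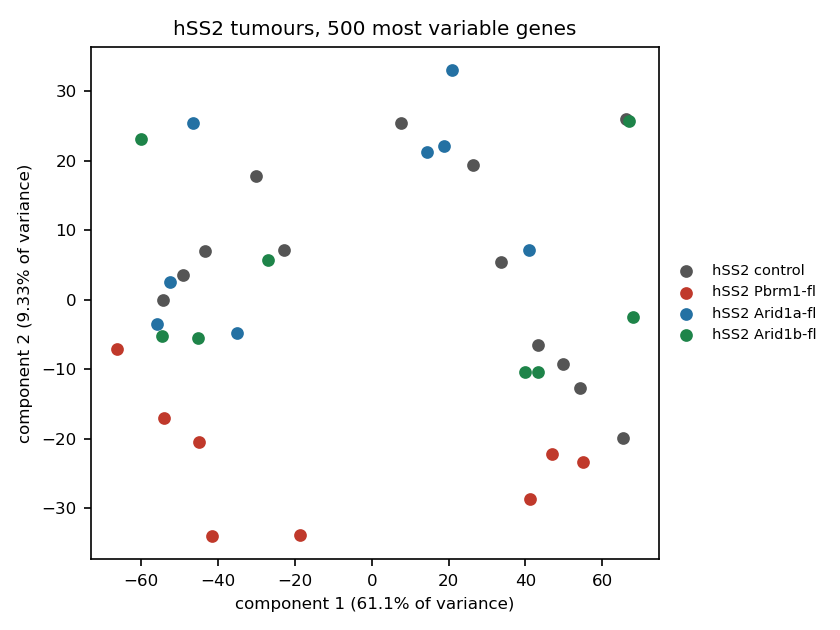
First and second principal component of each hSS2 tumour over the 500 most variable genes, coloured by group. Pbrm1-fl tumours lie between -33.96 and -7.15 on the second component.

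The effects of Arid1a and Arid1b disruption, each against control tumours of the own range, correlated across genes at r 0.303. Genes are not independent replicates, and permuted labels gave r from -0.450 to 0.467 (permutation p 0.257). The Pbrm1-fl effects in hSS2 and hSS1 correlated across genes at r 0.0944 (permutation p 0.574). No excess of called genes near the targeted gene passed the threshold. Within 20 Mb of Pbrm1, 24 of 260 tested genes were called (odds ratio 1.27, 95% confidence interval 0.797 to 1.95, Fisher's exact p 0.282), among them Ccser2, Duxbl1, Rpl19-ps3, Cadps, Cacna2d3 and Slc4a7. Within 20 Mb of Arid1a, 20 of 564 were called (odds ratio 1.10, Fisher's exact p 0.629), among them Hpdl, Plod1, Zfp993, Hivep3 and Gm12827. Near Arid1b 0 of 208 were called.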

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

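The tests of skeletal muscle, of genes flanking the floxed alleles, of the direct comparison and the interaction by mouse number range, and of the depth of control replicate 9 were chosen only after the results they test were seen. Of 137 groups of values examined for a tumour far from the others, 9 had one, where chance gives about 6.85. Of these 9, 5 fell in hSS2 Arid1b-fl replicate 5.

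hSS2 Arid1b-fl replicate 5 lay far above the other 7 tumours of its group in Itgb3 (8.78 log2 CPM, nearest tumour 2.88), Alox12 (7.33, nearest 0.96), Gp1ba (5.61, nearest 0.57), Actg2 (5.81, nearest 0.02) and Gp5 (4.92, nearest 1.46). These genes include the higher genes named after Arid1b disruption. A list of 10 platelet and megakaryocyte genes was written after these genes were seen and without them, and before its own levels were looked at. Only 2 of the 10 pass the filter on low counts in hSS2. Here the score was the mean of log2(CPM + 1) over all 10, unlike the list scores of the other tests, and the genes it was set against were on the same scale. Over the 8 tumours this score correlated with the mean of Itgb3, Alox12 and Gp1ba at Pearson's r 0.994 (exact p 0.00114, Spearman's rho 0.833 with permutation p 0.0154, adjusted p 0.00145 over 14 relations). Without the 2 tumours farthest from the median r was 0.897 (permutation p 0.0181). All 10 platelet genes were highest in this tumour among the hSS2 libraries. Ppbp stood at 379.8 CPM (at most 1.76 in the others), Pf4 at 118.5 (at most 6.28) and Itga2b at 268.8 (at most 10.4). Platelet or megakaryocyte RNA in this tumour is a candidate source of the higher genes, and an effect of Arid1b on them in 1 tumour of 8 was not tested. The gene with the most counts in this tumour was the haemoglobin gene Hbb-bs (2.02%), so RNA of blood cells more widely is left open. The 11 genes called after Arid1b disruption were reached or exceeded in 11 of the 100 splits of the tumours, with 388 as the largest other count. Against control tumours of the same range 0 genes were called (529 at an unadjusted p under 0.05, where about 1004 are expected by chance), a count that 100 of the 100 splits reach by necessity, so these splits say nothing.

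In the hSS1 Pbrm1-fl group, replicate 3 was the tumour with the lowest Pbrm1 level, 102 CPM against 209 to 252 CPM. Cells without recombination in the other 3 tumours might explain their higher Pbrm1. If so, replicate 3 should have the lowest macrophage, endothelial and fibroblast scores. The mean of the 3 scores was 5.32 in replicate 3 and 4.485 to 5.258 in the others, but the scores went different ways. Replicate 3 was the highest of the 4 in the macrophage score (4.065) and the second lowest in the endothelial (4.315) and fibroblast (7.573) scores, so the mean decides nothing. Non-tumour cells, incomplete recombination in tumour cells and a difference between tumours cannot be told apart with 4 libraries. The 1 gene called after Pbrm1 disruption in hSS1 was reached or exceeded in 9 of the 100 splits, with up to 14 genes in the others.

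The Pbrm1-fl effect differed between backgrounds in 622 genes, by a test of the interaction itself. The named genes were Pdgfd (5.77), Sytl4 (3.53), Cd59b (2.49), Glb1l (2.05), Bcl7a (-1.0), Pcbp4 (-1.29), Rragd (-1.43), Prr15 (-3.87) and Tbr1 (-6.30, a fitted value that depends on the prior count, since hSS1 Pbrm1-fl tumours had at most 3 counts). The real groups alone gave as many genes, 1 of the 100 splits, and the largest count of another split was 230. The hSS2 tumours span other mouse number ranges than the hSS1 tumours. With only hSS2 tumours numbered 2000 and over, 6 genes passed, each of them among the 622. This fit holds fewer hSS2 control tumours, so a loss of power and a difference between ranges cannot be told apart as the cause of the lower count. The log2 differences under that setting were 4.99 for Pdgfd, 3.45 for Sytl4, 2.69 for Cd59b and -3.82 for Prr15. A shallower loss of Pbrm1 in hSS1 tumours is another candidate. The log2 fold change of Pbrm1 was -0.75 in hSS1 and -1.27 in hSS2. Their difference did not pass the threshold in the interaction test (adjusted p 0.125). A shallower loss could give smaller effects in hSS1, which was not tested over the 622 genes. A biological difference between the fusions may exist, but stays open with the mouse number ranges and the depth of the Pbrm1 loss.

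Pbrm1-fl replicate 1 of hSS2 lay far above the other 7 in Pbrm1 (138.6 CPM, nearest tumour 110) and in Glb1l (5.16 log2 CPM, nearest 4.38), a gene that fell after Pbrm1 disruption. Both could come from cells that kept Pbrm1, which was not tested for this tumour. Without it the log2 fold change of Pbrm1 was -1.35. hSS2 Arid1a-fl replicate 4 lay below the others in Gm20075 (0.60 log2 CPM, nearest tumour 1.42), and hSS2 Arid1b-fl replicate 8 had the highest total of its group (21.3 M counts, nearest 16.4 M counts). For these values no biological explanation was tested.

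The 1476 genes called after Pbrm1 disruption in hSS2 were reached in 1 of the 100 splits, the real one, with 353 as the largest other count. The 477 genes against control tumours of the same range were reached in 2 of the 100 splits, with 716 as the largest. For Arid1a disruption the 637 genes were reached in 2 of the 100 splits (largest other count 695), and the 1405 genes within the range in 4 of the 100 (largest 1851). Skeletal muscle in the tumour pieces as the whole cause is argued against by the counts with a muscle score as covariate, 1632 for Pbrm1-fl (1297 shared) and 460 for Arid1a-fl (406 shared). Sequence of another strain flanking the floxed allele would put called genes near the targeted gene. Within 20 Mb 24 of 260 tested genes were called for Pbrm1-fl and 20 of 564 for Arid1a-fl. Within 5 Mb 11 of 95 were called for Pbrm1-fl (odds ratio 1.64, 95% confidence interval 0.787 to 3.095) and 5 of 199 for Arid1a-fl (odds ratio 0.769). Over the whole chromosome the odds ratios were 1.20 for Pbrm1-fl and 1.32 for Arid1a-fl. None passed the threshold in Fisher's exact test, but an excess close to Pbrm1 is not excluded. Outside 20 Mb lay 1421 genes called for Pbrm1-fl and 610 for Arid1a-fl, so flanking sequence may account for few genes only.

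The 2468 genes of the direct comparison of Pbrm1-fl with Arid1a-fl were reached in 1 of the 100 splits, with 375 as the largest other count. A difference between the mouse number ranges as the whole cause is argued against by 232 genes called both there and in the difference of the effects against control tumours of the own range. For the remaining 2236 genes, an effect of genotype and a difference between ranges cannot be told apart, since no range holds both groups.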

How the results depend on the processing

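The skeletal muscle covariate and leaving out control replicate 9 were chosen after the data were seen. The fits that each left out 1 tumour did not cover every result. Each hSS2 floxed tumour was left out for the counts and single genes of its comparison with control tumours. Each of the 9 hSS1 tumours was left out for the hSS1 comparison and for the interaction, where no hSS2 tumour was left out. Control replicate 9 was left out for Arid1a-fl only, list scores and separation included. No tumour was left out for the direct comparison. The other hSS2 control tumours were not left out. Of 35 main results, 19 kept their direction and their side of the threshold, or a count within 1.5 times, under every alternative run for them. Over all 297 values of main results under other settings, 238 stayed so, 45 counts moved by more than 1.5 times, 7 values passed a threshold they had not passed, 0 lost it and 7 changed direction. Where no cause is given below, the cause was not tested. No paired analysis was possible because the labels give no replicate numbers (those used here only name tumours), and the groups share no mouse number or named litter. Tumours with nearby mouse numbers might be littermates, but they were not blocked by these numbers, so an effect of litter was not tested.

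The fall of the targeted gene kept its direction under every alternative. Pbrm1 in hSS2 ranged from -1.29 to -1.12 over 9 settings and from -1.35 to -1.25 over the fits that each left out 1 tumour, and Arid1a from -0.96 to -0.73 and from -1.0 to -0.93, with every value past the threshold. Arid1b did not pass in the reported fit but passed with the DESeq2 test (-0.81, adjusted p 0.0214). Its adjusted p ranged from 0.0214 to 1.00 over 9 settings, and its log2 fold change from -0.96 to -0.72 over the fits that each left out 1 tumour, with adjusted p 0.0150 without replicate 4 and 0.0462 without replicate 2. Pbrm1 in hSS1 passed with all 46 libraries in a single fit (-0.76, adjusted p 0.00758, with a range of 0.00758 to 0.279 over 8 settings), and ranged from -0.88 to -0.52 when 1 tumour was left out.

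With control tumours of the same mouse number range the counts were 477 for Pbrm1-fl, 1405 for Arid1a-fl, 0 for Arid1b-fl (529 at an unadjusted p under 0.05) and 436 for the direct comparison. With only hSS2 tumours numbered 2000 and over the interaction gave 6. The contrasts within the range used fewer control tumours, though all 37 hSS2 libraries stayed in the fit. The interaction fit left out the hSS2 control tumours of the other ranges. With an adjusted p under 0.01 the counts were 503, 26 and 6 for Pbrm1-fl, Arid1a-fl and Arid1b-fl in hSS2 and 0 for Pbrm1-fl in hSS1 (3059 at an unadjusted p under 0.05). The DESeq2 test gave 1696 for Arid1a-fl, 1184 for hSS1 Pbrm1-fl and 1195 for the interaction. With Xist as a covariate the counts were 368 for Arid1a-fl, 6 for Arid1b-fl and 0 for hSS1 (3041 at an unadjusted p under 0.05). No filter gave 243 for Arid1a-fl, 27 for Arid1b-fl and 402 for the interaction, and a mean of at least 1 CPM gave 18 for Arid1b-fl. Only the compared groups in the fit gave 159 for Arid1a-fl and 3 for Arid1b-fl, and 2 surrogate variables gave 6 for Arid1b-fl and 15 for hSS1. The muscle covariate gave 6 for Arid1b-fl, and all 46 libraries in a single fit gave 860 for hSS1.

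Across the fits that each left out 1 tumour, the counts ranged from 1044 to 1780 for Pbrm1-fl, from 56 (without Arid1a-fl replicate 8) to 1416 (without replicate 6) for Arid1a-fl, and from 6 (without Arid1b-fl replicate 5) to 15 for Arid1b-fl. They ranged from 0 to 4 for hSS1 Pbrm1-fl (2273 to 3172 at an unadjusted p under 0.05 in the fits with 0), with 4 without hSS1 control replicate 5, and from 235 (without hSS1 control replicate 3) to 847 for the interaction.

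These values changed direction. The MAT score difference of Pbrm1-fl was -0.00576 with DESeq2 size factors and -0.0122 with genes at a mean of at least 1 CPM. Against control tumours of the same range, the SAT difference of Arid1b-fl was -0.169, and those of Pbrm1-fl were -0.00145 for proliferation and -0.00824 for pseudo-time. The odds ratio near the targeted gene was 0.769 for Arid1a-fl within 5 Mb and 0.800 for Pbrm1-fl against control tumours of the same range. Alox12 was -0.31 with the DESeq2 test, and ranged from -0.31 (without Arid1b-fl replicate 5) to 4.86 over the fits that each left out 1 tumour. By exact p not adjusted over comparisons, the separation passed for Arid1a-fl over all filtered genes (2.22, exact p 0.0241). By the same measure it passed for Pbrm1-fl over 2000 genes (3.03, exact p 0.0245) and all filtered genes (2.82, exact p 0.0130). Of 78 named genes with their comparison 35 kept direction and side throughout, and of 1221 values under other settings 133 were weaker, 11 stronger and 2 reversed. Of the named genes called, those that also passed in the own range were 10 of 20 for Pbrm1-fl, 14 of 20 for Arid1a-fl, 0 of 6 for Arid1b-fl and 9 of 9 for the direct comparison.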

Other observations

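The tests of the first and second principal component, of Xist with Y-linked genes, of Gm7993 and of the chromosome 17 transcripts were chosen only after the results they test were seen.

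The library labelled hSS2 control replicate 9 had an Arid1a level of 238 CPM, where the other 12 control tumours had 422 to 587 CPM. A shallow library is argued against by its total of 17 M counts, rank 8 of 13. If Arid1a were lost in this tumour, or the sample mislabelled, its other genes might deviate from the control mean as Arid1a-fl tumours do. That correlation across genes was r 0.0935, rank 6 of the 13 control tumours, with the highest at 0.395 in replicate 10. Control tumours vary along the Arid1a-fl effect more widely than this, so a loss of Arid1a with little effect and another cause of a low Arid1a level cannot be told apart.

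The 4 genes named as higher in Pbrm1-fl than in Arid1a-fl tumours, by the smallest adjusted p, were unconfirmed transcripts of chromosome 17. Of these, Gm36931 and E430014B02Rik lie within Satb1 (chromosome 17, 51736187 to 51833290) on the same strand, so reads of Satb1 might be counted in them, while Gm37593 and Gm37266 lie on the other strand outside it. Satb1 was looked at after its values were seen. Its log2 fold change was 1.39 after Pbrm1 disruption (adjusted p 0.00914) and -1.78 after Arid1a disruption (adjusted p 0.0142) in the edgeR test with Benjamini-Hochberg adjustment, and the direct difference was 3.17 (adjusted p 7.3e-06). A difference between mouse number ranges as the whole cause is argued against by control tumours of the own range. Against these the mean of the 4 transcripts was 2.07 higher in Pbrm1-fl (exact p 0.00202) and differed by -1.72 in Arid1a-fl tumours (exact p 0.000777), each the smallest p these permutations can give. Opposite effects of Pbrm1 and Arid1a disruption on the Satb1 region are a hypothesis found and tested on the same tumours.

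The first principal component of the hSS2 tumours may reflect skeletal muscle in the tumour pieces, with Pearson's r 0.982 to the muscle score. It may also reflect some other non-tumour tissues. Its r was 0.879 to the adipocyte, 0.836 to the fibroblast, 0.740 to the T cell and 0.618 to the macrophage score. The adjusted permutation p was at most 5.25e-05 for each of these over 14 relations. The endothelial score went the other way (r -0.495, adjusted permutation p 0.00258), and r to the erythroid score was -0.0488. The scores of these non-tumour tissues thus did not all rise along this component. The proliferation (r -0.549, adjusted permutation p 0.000669) and pseudo-time (r -0.418, adjusted permutation p 0.0104) scores fell along it. The epithelial score rose (r 0.517, adjusted permutation p 0.0013). Group differences in the proliferation and pseudo-time scores were not separated from tissue content. All 18 muscle genes are among the 500 genes used, and without them the absolute r to the muscle score was 0.974. Ttn ranged from 4.56 to 55342 CPM and Acta1 from 0.510 to 10462 CPM over the tumours. On the second component, Pbrm1-fl tumours differed from control tumours numbered 2000 and over by -25.4 (exact p 0.00606), which argues against a difference between ranges as the cause of their position.

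At limits of 500 CPM for Xist and 50 CPM for the sum of 4 Y-linked genes, 26 of the 46 libraries had Xist alone, 17 had Y-linked genes alone and 3 had both, which were hSS2 control replicates 2, 3 and 7. Below the limit, hSS2 control replicates 11 and 12 and hSS1 control replicate 2 still had 187.5, 246.9 and 161.8 CPM of Xist, where the other 14 of the 17 had at most 48.8. Of the 26 with Xist alone, hSS2 control replicate 13 had 3.91 CPM of Y-linked genes, where the others had at most 0.949. Both signals are thus present to some extent in these libraries as well. If RNA of a male and a female animal were mixed, the shares of both should sum to about 1. The sum in the 3 was 1.02 to 1.33, but in the other libraries it was 0.405 to 1.52, so the sum decides nothing, and a mixture and another cause of both signals cannot be told apart.

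Gm7993 and Gm6472 were lower in Arid1b-fl tumours, and 2 of the 4 control tumours of the same range were at or below the highest Arid1b-fl level of Gm7993. A variant carried by animals of that range and an effect of Arid1b disruption cannot be told apart, with log2 fold changes of -2.56 and -1.65 within the range (adjusted p 1.00 for each).

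The MAT score was higher in Pbrm1-fl than in Arid1a-fl tumours by 0.0673 (exact p 0.000777, adjusted p 0.00311 over 4 lists). This comparison of scores was not among those fixed at the start, and the groups share no mouse number range.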
